A study of Homo sapiens with 6 samples. Its data were reported in "Alternative polyadenylation factors link cell cycle to migration" (2018).

How the data were processed

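Total RNA from primary human dermal fibroblasts, proliferating or after 7 days of contact inhibition, was sequenced as 6 unstranded, single-end libraries made by poly(A) selection. According to the methods of the study, reads were aligned to hg19/GRCh37 with TopHat and counted per gene symbol on the UCSC annotation, and counts were divided by a DESeq size factor for each library. The deposited table therefore held a normalised signal, counts per gene divided by a size factor by the authors, and not raw counts. It had 23368 rows and 6 columns of values, with 0 unmapped columns of values. In 28 rows the gene symbol had been turned into a date by a spreadsheet, and these rows, with 0.313% of reads, were left out.

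Every value in a column was a whole multiple of a single step, so the reads behind each value could be recovered by dividing by that step (100% of values came out whole). This gave totals between 21209493 and 71407527 per library. Some totals exceed the numbers of reads that the study lists for the libraries, and the ranking of the replicates differs. Whether reads entered the table more than once, or replicates were numbered differently there, was not settled, so a recovered read is a unit of the table's counts. The recovered reads were used for library totals, for a floor of 3 reads and for count models run as alternatives. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The share of reads in the 10 most abundant genes was 8.01% to 14.7%, and RN45S, the 45S ribosomal RNA precursor, took 2.08%, 0.0666% and 0.265% in proliferating replicates 1, 2 and 3 and 1.74%, 0.036% and 0.192% in 7dCI replicates 1, 2 and 3.

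The tests, the 11 gene lists, the 5 state markers and the rule for named genes were chosen before the data were examined. The test chosen was an edgeR model of counts, with limma foreseen for a table of normalised values. Because the values were normalised, limma was used: log2(value + 1) was fitted with lmFit and eBayes with a mean trend, over genes with a value of at least 10 in at least 3 libraries. This filter replaced the count filter of the original plan. Benjamini-Hochberg adjustment was applied across the 14105 genes tested, and a gene was called at an adjusted p-value under 0.05 with a change of at least 2-fold. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. With 3 libraries per state, an exact two-sided permutation test of a single gene cannot go below p = 0.1, so single genes rest on the model. edgeR on the recovered reads called 2806 genes.

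Replicate numbers were checked for pairing. The labels give same-numbered libraries the same strain. Deviations from the state means correlated at 0.6, 0.696 and 0.644 between same-numbered libraries across genes. Every other combination was negative, which centring on the state means favours, so the negative values are not separate evidence. Shared cells and shared handling are not told apart by these correlations. The numbers were therefore taken to pair the libraries. The fit written beforehand has no block, and the fit with a replicate block was an alternative.

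Membership of the core spliceosome, core cleavage and polyadenylation and other polyadenylation-associated lists followed the factor lists of the study. The motility and retained intron lists were chosen by the study on these libraries. The DNA replication, mitotic, collagen, matrix remodelling, actomyosin and ribosomal lists were compiled from general knowledge. The rank-sum statistic of each list was compared with 100000 random lists of the same size, two-sided, with Benjamini-Hochberg adjustment over the 11 lists. The smallest p-value such draws can give is 1e-05. The camera and fry tests of limma were run beside it.

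Named genes followed a rule: 5 state markers, 11 genes that the study names for this comparison, the 5 largest rises and 5 largest falls among called genes with at least 50 reads in every library of the higher state and a shared direction in all pairs, and called members of the core spliceosome and core cleavage and polyadenylation lists. This gave 26 genes. Positions came from GENCODE on GRCh37, which matched 82.7% of row symbols and 86.1% of tested genes. Exonic overlap with other genes was computed because the libraries were unstranded, and the longest transcript of each named gene was searched for 50-base words that occur in transcripts of genes at another position.

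GC content and the length of the longest transcript were fitted by loess to each library and removed, as a check, over the 12143 tested genes matched to the annotation. Each step was tested on simulated data. Counts were drawn for 14105 genes from the real means, library sizes and dispersions, with 200 genes changed 4-fold, and reads were recovered exactly for 100% of values. Of the changed genes, limma recovered 79.5% over 13961 genes with 11 false calls, edgeR recovered 81% over 13990 genes with 15 false calls, and DESeq2 recovered 94.5% over 14105 genes with 68 false calls. Among 200 random lists drawn from unchanged genes over 13961 genes, 2% passed an unadjusted 0.05 with camera and 4% with fry. Among 200 lists drawn from all 13961 genes, 4.5% passed with random draws.

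A trend added to the simulated 7dCI libraries gave 2630 false calls among 13961 genes, and 12 after its removal.

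Alternatives covered the model (edgeR, DESeq2), the scaling (RLE, upper-quartile, TMM, total count), the filter, the pseudocount (0.1 and 10), the replicate block, strain as a covariate, strain B libraries summed, a test against a 1.5-fold change, no fold limit, each library left out and both replicate 2 libraries left out. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. Splicing, polyadenylation site use and knockdown experiments of the study were not analysed here.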

Results

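RNA-Seq gene-level values were analyzed for primary human dermal fibroblasts in 2 states. Cells were collected while proliferating or after 7 days of contact inhibition (7dCI), a state in which confluent cells stop dividing and become quiescent. There were 3 libraries per state. They came from 2 fibroblast strains, called A and B here: replicate 1 of each state was strain A, and replicates 2 and 3 were strain B. The counts of the table, once the size factors were removed, summed to 24788948, 36743597 and 71407527 in proliferating replicates 1, 2 and 3, and 48891194, 21209493 and 62859112 in 7dCI replicates 1, 2 and 3. Some of these totals exceed the read numbers that the study lists for the libraries, and they rank the replicates differently, so they are totals of the table and sequencing depth is not settled by them. At the lowest total, 3 reads corresponded to a normalised read count of 5.30, and at the highest total to 1.72. A read was detected in at least 1 library for 19673 genes. Within a state, the squared correlation of log2(count + 1) across 19646 genes between replicates ranged from 0.946 to 0.959. Genes are not independent replicates, so this value describes similarity between libraries.

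The first comparison asked which genes differ in transcript level between proliferating and quiescent fibroblasts. Of 14105 genes tested with limma, 2798 were called, meaning an adjusted p-value under 0.05 and a change of at least 2-fold on the log2(normalised read count + 1) scale. This is 19.8% of the genes tested and 14.2% of the genes with a read. Among the called genes, 1575 were higher and 1223 were lower in 7dCI, so that 56.3% were higher (95% Clopper-Pearson interval 54.4% to 58.1%, which covers counting error only). All 2798 moved in one direction in the 3 same-numbered pairs. Without the fold limit, 3981 genes had an adjusted p-value under 0.05, and 7044 with the replicate block. Among the alternatives that changed a single choice, a test against a 1.5-fold change moved the number of called genes most, to 1125. The values of the 2 states did not overlap for 6497 tested genes (46.1%), against 10% by chance with 3 libraries per state.

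**Figure D1:**
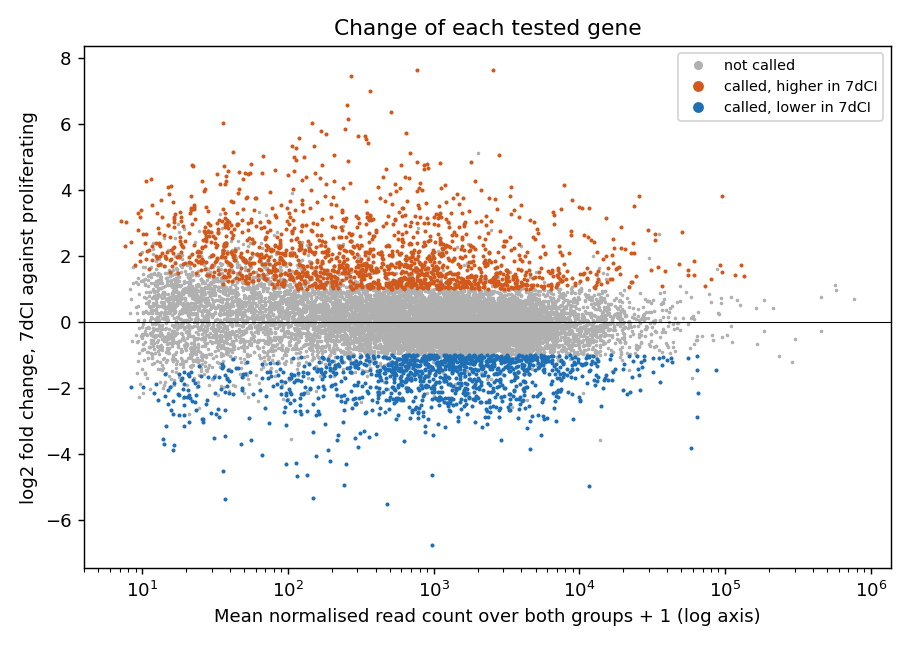
Each point is a tested gene, with its mean normalised read count over both states plus 1 (log axis) against its log2 fold change, 7dCI against proliferating. The 1575 genes called higher are orange, the 1223 called lower are blue and the others are grey.

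State markers were measured first, since they bear on the labels of the libraries. Positions are from GENCODE on GRCh37, and means are normalised read counts. MKI67 (chromosome 10, 129894923 to 129924687) fell from 34237 ± 19085 (SD, n = 3) in proliferating to 7881 ± 4651 (SD, n = 3) in 7dCI fibroblasts, a log2 fold change of -2.17 (SE 0.56, limma adjusted p = 0.0265). That call was lost in 4 of the 6 fits that left out 1 library: without proliferating replicate 1 (-1.75), proliferating replicate 3 (-2.21), 7dCI replicate 1 (-2.28) or 7dCI replicate 3 (-1.63). Its pair values were -2.81, -0.53 and -3.18. CCNA2 (chromosome 4, 122737599 to 122745038) fell from 10128 ± 1176 to 1372 ± 562 (SD, n = 3 each), with a log2 fold change of -2.95 (SE 0.29, limma adjusted p = 0.00187). CDK1 (chromosome 10, 62538089 to 62554610) had a log2 fold change of -2.05 (SE 0.47, limma adjusted p = 0.0183), and its call was lost without proliferating replicate 2 (-1.78) or 7dCI replicate 1 (-1.81). MCM2 (chromosome 3, 127317253 to 127341279) had a log2 fold change of -2.25 (SE 0.27, limma adjusted p = 0.00264). The cyclin-dependent kinase inhibitor CDKN1C (chromosome 11, 2904443 to 2907005) rose from 67.1 ± 29.8 to 628 ± 326 (SD, n = 3 each), a log2 fold change of 3.16 (SE 0.46, limma adjusted p = 0.0042). In the test against a 1.5-fold change, MKI67 and CDK1 were not called. CCNA2 shares 9.2% of its exonic bases with EXOSC9 on the opposite strand. Each of these 5 genes moved in its stated direction in all 3 pairs.

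Genes named by the study for this comparison were examined next. KISS1, ACTC1, PODXL, RLTPR and COL21A1 were listed by the study as most changed in these same libraries, so their changes here are not independent evidence. KISS1 (chromosome 1, 204159469 to 204165619) had 70.6 ± 22.8 (SD, n = 3) in proliferating fibroblasts, while all 3 7dCI libraries were at or under 3 reads. It was therefore at least 21.5-fold lower in 7dCI (limma adjusted p = 0.00198). ACTC1 (chromosome 15, 35082308 to 35087790) fell from 1927 ± 1678 to 26.7 ± 37.3 (SD, n = 3 each), a log2 fold change of -6.74 (SE 1.10, limma adjusted p = 0.00582). PODXL (chromosome 7, 131185021 to 131242976) had a log2 fold change of -4.97 (SE 0.79, limma adjusted p = 0.00549). RLTPR had a log2 fold change of -4.63 (SE 0.58, limma adjusted p = 0.00281); its symbol was not matched to the annotation, so no position is given. COL21A1 (chromosome 6, 55921388 to 56258892) rose from 9.03 ± 3.57 to 1006 ± 915 (SD, n = 3 each), a log2 fold change of 6.35 (SE 0.63, limma adjusted p = 0.00187). Its 7dCI values were uneven, at 2062 in replicate 1 and 509 in replicate 2.

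**Figure D2:**
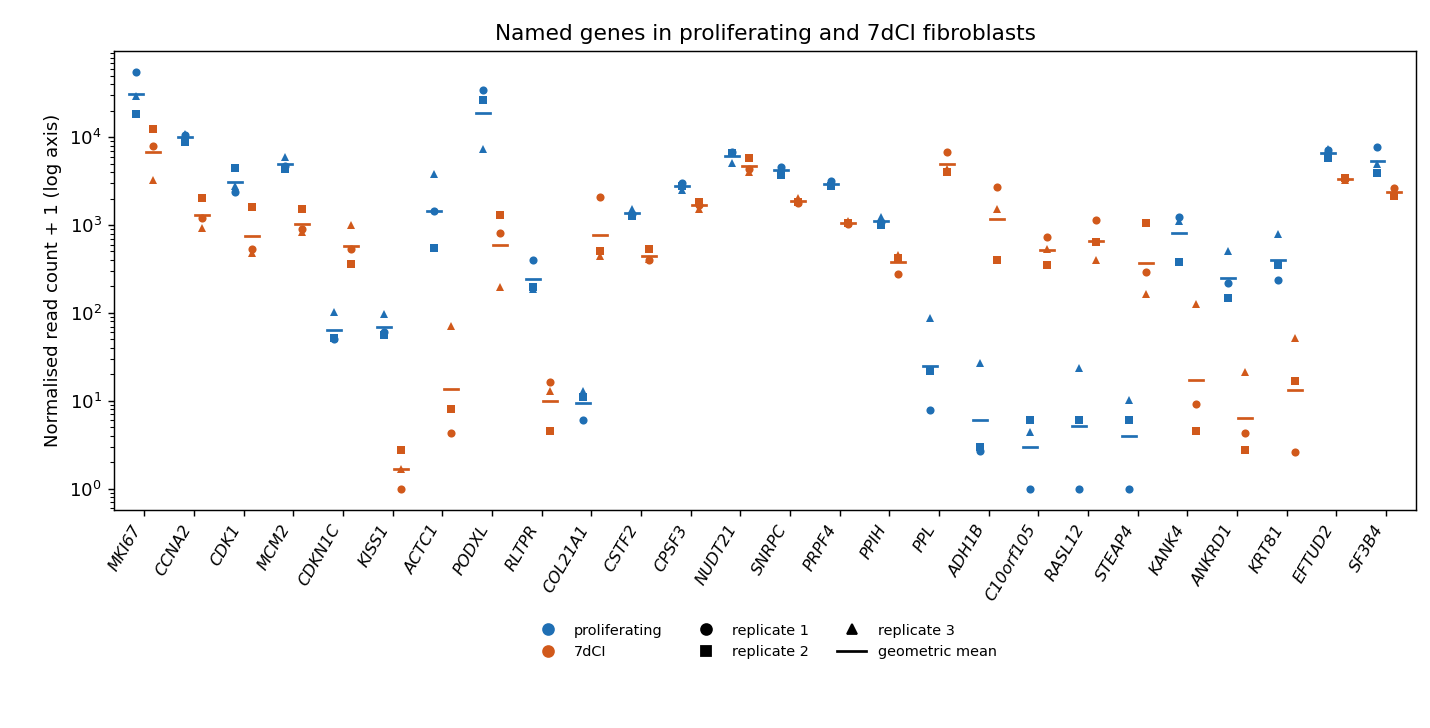
Normalised read count plus 1 (log axis) of the 26 named genes in each library, with proliferating libraries in blue, 7dCI libraries in orange, a marker shape per replicate and a bar at the geometric mean of each state. All 3 7dCI libraries lie below the proliferating libraries for KISS1 and above them for COL21A1.

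The 5 called genes with the largest rises, by the selection rule, were PPL, ADH1B, C10orf105, RASL12 and STEAP4. PPL (chromosome 16, 4932508 to 5010742) rose from 38.5 ± 43.2 to 5057 ± 1513 (SD, n = 3 each), a log2 fold change of 7.64 (SE 0.79, limma adjusted p = 0.00191). The other 4 rose by between 6.56 (STEAP4) and 7.62 (ADH1B) on the same scale. In proliferating replicate 1, ADH1B had 1 read and C10orf105, RASL12 and STEAP4 had 0, under the floor of 3 reads. The size of these 4 rises therefore rests in part on the 1 added before the logarithm. Pair 1 gave the largest rise for each, such as 10.1 for RASL12 against 6.73 and 4.1 in pairs 2 and 3. Without proliferating replicate 1 the rise was 6.65 for C10orf105, 5.8 for RASL12 and 5.57 for STEAP4. C10orf105 is uncertain, because 71.7% of its exonic bases are shared with CDH23 on the opposite strand and the libraries were unstranded. ADH1B shares 4.86% of the 50-base words of its longest transcript with other genes. The 5 largest falls were ACTC1, KANK4, ANKRD1, PODXL and KRT81. KANK4 (chromosome 1, 62701837 to 62785105) fell from 904 ± 455 to 45.8 ± 69.2 (SD, n = 3 each), with a log2 fold change of -5.53 (SE 1.16, limma adjusted p = 0.0131). KRT81 had a log2 fold change of -4.93 (SE 1.03, limma adjusted p = 0.0128) and is uncertain, since 18.5% of the 50-base words of its longest transcript occur in other genes. The call of KRT81 was lost with the strain B libraries summed (-5.29) and with both replicate 2 libraries left out (-5.21).

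The study asked whether factors of pre-mRNA processing change with quiescence. The median log2 fold change of the 30 core spliceosome genes was -0.69, and by pair the medians averaged -0.70 ± 0.12 (SD, n = 3 pairs). Of these genes, 28 were lower in 7dCI and 5 were called lower. With limma, 16 had an adjusted p-value under 0.05 over all genes tested and 22 when adjusted over the list alone. With the replicate block, 23 were under 0.05 over all genes tested. The rank-sum test by random draws of genes gave an adjusted p of 2.75e-05 over 11 lists, and fry, which takes the error from the libraries, gave an adjusted p of 0.00574. The called genes were SNRPC, PRPF4, PPIH, EFTUD2 and SF3B4. SNRPC (chromosome 6, 34725282 to 34741634) fell from 4242 ± 506 to 1877 ± 113 (SD, n = 3 each), with a log2 fold change of -1.17 (SE 0.17, limma adjusted p = 0.00389). PRPF4 (chromosome 9, 116037922 to 116056289) fell from 2939 ± 187 to 1061 ± 38.8 (SD, n = 3 each), with a log2 fold change of -1.47 (SE 0.15, limma adjusted p = 0.00198). PPIH (chromosome 1, 43124006 to 43142429) had a log2 fold change of -1.56 (SE 0.24, limma adjusted p = 0.00524). SF3B4 is uncertain, since 14.3% of the 50-base words of its longest transcript occur in other genes, and the same share was 7.56% for SNRPC. The call of SF3B4 was lost without 7dCI replicate 2 (log2 fold change -1.06) and, by the 2-fold limit, without proliferating replicate 1 (-0.87). EFTUD2, at a log2 fold change of -1.01, lay at the limit: it fell under it without proliferating replicate 1 (-0.96), proliferating replicate 3 (-0.94) or 7dCI replicate 3 (-0.99), and with upper-quartile normalisation (-0.89), and narrowly with TMM in limma and in edgeR with the replicate block. SNRPC fell under it after the GC and length correction (-0.94). SNRPC, EFTUD2 and SF3B4 were not called in the test against a 1.5-fold change, while PRPF4 and PPIH were. EFTUD2 shares 3.0% of its exonic bases with CCDC103 and 1.4% with HIGD1B, both on the opposite strand.

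The median log2 fold change of the 12 core cleavage and polyadenylation genes was -0.52, and the pair medians averaged -0.46 ± 0.13 (SD, n = 3 pairs). Of these genes, 11 were lower in 7dCI, 3 had a limma adjusted p-value under 0.05 over all genes tested, and 3 when adjusted over the list alone. With the replicate block, 7 were under 0.05 over all genes tested. The adjusted p was 0.00807 by random draws and 0.00574 by fry. CSTF2 (chromosome X, 100075380 to 100096509), which encodes the CstF-64 subunit, was the member called. It fell from 1375 ± 124 to 445 ± 74.3 (SD, n = 3 each), with a log2 fold change of -1.64 (SE 0.20, limma adjusted p = 0.0027). CPSF3 (chromosome 2, 9563780 to 9613230) had a log2 fold change of -0.73 (SE 0.16, limma adjusted p = 0.0166), which is under the 2-fold limit, and its adjusted p-value was above 0.05 without 7dCI replicate 1 (-0.73) or 7dCI replicate 3 (-0.66), and with both replicate 2 libraries left out (-0.78). NUDT21 (chromosome 16, 56463045 to 56486111), at 6132 ± 917 against 4692 ± 937 (SD, n = 3 each), had a log2 fold change of -0.39 (SE 0.21) that was not past the threshold (limma adjusted p = 0.199). The median log2 fold change of 78 other genes associated with polyadenylation was -0.25, with 56 lower in 7dCI. Of these, 24 had a limma adjusted p-value under 0.05 over all genes tested and 26 when adjusted over the list alone, with 41 over all genes under the replicate block. This list shares 8 genes with the core spliceosome list. Their adjusted p was 0.00022 by random draws and 0.0114 by fry.

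Lists for the cell cycle were set beside these. All 45 DNA replication genes were lower in 7dCI, with a median log2 fold change of -2.12 and 40 called lower. Of 55 mitotic genes, 54 were lower, with a median of -2.27 and 52 called lower. The adjusted p by fry was 0.00396 for DNA replication and 0.0064 for the mitotic list, and by random draws it was 2.75e-05 for both. Among 45 DNA replication genes, 40 had a limma adjusted p-value under 0.05 over all genes tested and 42 when adjusted over the list alone. The same counts were 52 and 54 for the mitotic list. With the replicate block, the counts over all genes tested were 43 for DNA replication and 54 for the mitotic list. The size of the change differed between pairs, with mitotic medians of -2.38, -1.29 and -3.07 in pairs 1, 2 and 3.

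Extracellular matrix and motility lists followed. Of 33 collagen genes, 28 were higher in 7dCI, with a median log2 fold change of 1.07, 11 called higher and 1 called lower (adjusted p 2.75e-05 by random draws and 0.00134 by fry). Of 42 genes of the matrix remodelling list, 29 were higher, with a median of 0.53. Among them, 13 were called higher and 4 of the list were called lower (adjusted p 0.00807 by random draws and 0.0069 by fry). The list holds enzymes and also other proteins, such as the TIMP inhibitors, SERPINH1, PCOLCE and PCOLCE2. Both PCOLCE and PCOLCE2 were among those called higher, so the median does not describe enzymes alone. The motility list, chosen by the study on these libraries and so not independent evidence, had a median of -1.12 over 24 genes, with 13 called lower and 4 called higher (adjusted p 0.00156 by random draws and 0.00134 by fry). With limma, 12, 18 and 17 genes of these 3 lists had an adjusted p-value under 0.05 over all genes tested, and 14, 21 and 20 when adjusted over the list alone. Under the replicate block the first counts were 20, 27 and 20. The motility median was the same with KISS1 set at its bound. The 35 actomyosin genes had a median of -0.38, past the threshold by random draws (adjusted p 0.0211) but not by fry (0.26), and the call by random draws was lost in 3 of the 6 fits that left out 1 library: without proliferating replicate 3 (-0.27), 7dCI replicate 1 (-0.16) or 7dCI replicate 2 (-0.27). Without proliferating replicate 2 it was -0.59. Of the actomyosin genes, 10 had a limma adjusted p-value under 0.05 over all genes tested and 12 when adjusted over the list alone, with 17 over all genes under the replicate block.

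The 75 cytosolic ribosomal protein genes had a median log2 fold change of 0.13 that was not past the threshold (adjusted p 0.21 by random draws and 0.888 by fry). The pair medians were 0.21, -0.18 and 0.37, so the direction was not shared by the 3 pairs. In 5 of the 6 fits that left out 1 library the list passed the threshold by random draws, with both signs: -0.16 without proliferating replicate 2, -0.25 without 7dCI replicate 3, 0.21 without proliferating replicate 1, 0.38 without proliferating replicate 3 and 0.62 without 7dCI replicate 2. Of these genes, 1 had a limma adjusted p-value under 0.05 over all genes tested and 0 when adjusted over the list alone, with 8 over all genes under the replicate block. The list of genes with a differentially retained intron was also chosen by the study on these libraries, so it is not independent evidence. Its 156 tested genes had a median of -0.21 (adjusted p 0.000898 by random draws and 0.0213 by fry). Against random lists matched on mean expression it was not past the threshold. Of these genes, 55 had a limma adjusted p-value under 0.05 over all genes tested and 62 when adjusted over the list alone, with 92 over all genes under the replicate block.

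**Figure D3:**
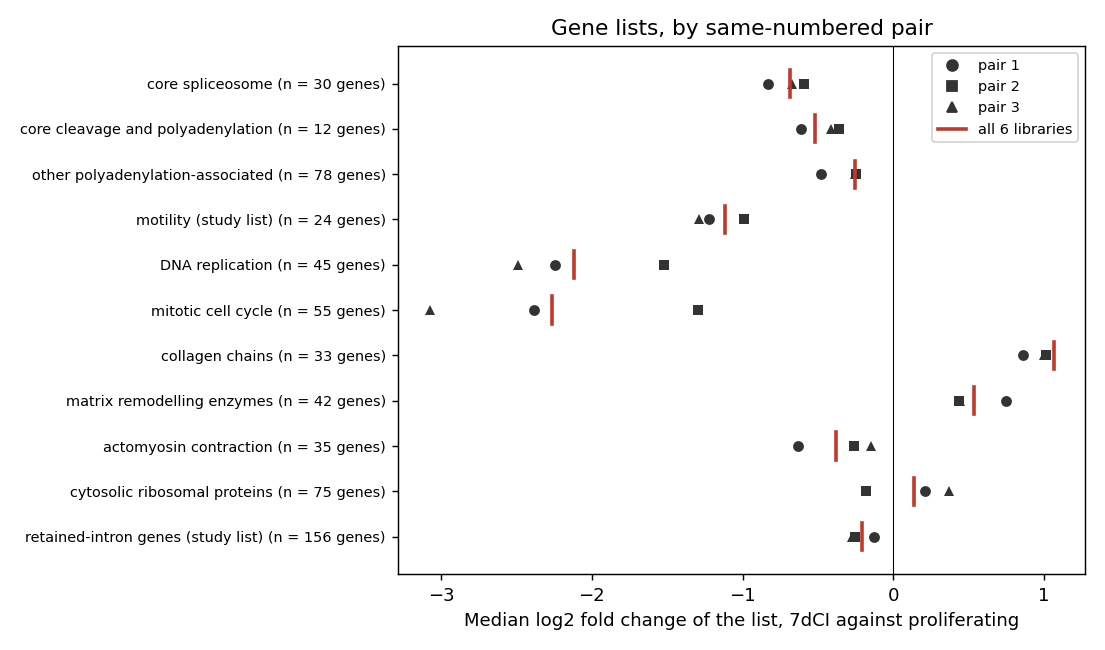
Median log2 fold change of each gene list, 7dCI against proliferating, with a marker for each same-numbered pair of libraries and a red line for the fit of all 6 libraries. The 3 pairs of the cytosolic ribosomal protein list lie on both sides of 0, at 0.21, -0.18 and 0.37.

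The random draws treat genes as independent, while genes of a list can vary together between libraries. For the true states, 10 lists passed by random draws and 9 by fry. The camera test with a preset correlation passed the same 9 lists as fry. With a correlation estimated from these libraries, camera passed none, and its lowest adjusted p was 0.145. The collagen and motility lists lost their calls there (adjusted p 0.145 and 0.179) although their estimated correlations were 0.00642 and 0.00461. Genes varying together therefore do not account for the loss in these lists. The DNA replication list, with all 45 genes lower, also failed (0.188), so a failure in this test is not evidence against a change. Leaving aside the actomyosin and ribosomal lists, the lists passed under fry and under camera with a preset correlation. The fry test asks whether the genes of a list change at all, and not whether they change more than other genes. The preset correlation lay above the collagen and motility estimates. It lay below those for core spliceosome (0.272), core cleavage and polyadenylation (0.152), DNA replication (0.538) and mitotic genes (0.684). For these lists, passing with the preset value does not exclude a part for genes varying together. Camera with an estimated correlation does not decide for or against a change.

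Whether the response to contact inhibition differed between the strains was tested with an interaction term. No gene passed an adjusted p-value of 0.05 (0 of 14105), and 181 genes (1.28%) had an unadjusted p-value under 0.05, against 5% by chance. That fit has no replicate block, so differences between pairs stay in its error. With the replicate block, which leaves 1 residual degree of freedom, 0 genes passed and 1017 (7.21%) had an unadjusted p-value under 0.05. The design has 1 pair for strain A, and in simulated data the test without the block recovered 0 of 200 genes changed 4-fold in strain A alone and 171 of 200 changed 32-fold. With the block it recovered 52 of 200 at 4-fold, with 104 false calls among 13961 genes. A 4-fold difference between strains was therefore not reliably detected in simulated data. The simulated libraries were drawn independently, without the differences that same-numbered real libraries share. Recovery with the block could therefore differ in the real libraries. The absence of calls does not show that the strains respond alike.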

Values the study reported

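The study reported 19,673 monitored genes, of which 1993 (10.1%) changed at least 2-fold with a false discovery rate under 0.05 by DESeq. It gave 52% of these as higher and 48% as lower in contact-inhibited cells. Squared correlations between RNA-Seq replicates were given as 0.83 or more. CSTF2 was reported as 3.1-fold lower. Reductions of 2.26-fold for U1C (SNRPC), 2.77-fold for PRPF4 and 2.89-fold for PPIH were given among spliceosome components. The study obtained these values from the same libraries, so the values found here for these genes are not independent evidence.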

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

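Several alternatives were chosen after seeing the data: edgeR TMM on recovered reads, other pseudocounts, TMM and total-count scaling, GC and length correction, the edgeR, camera and fry fits with a replicate block, the interaction with a replicate block or with another replicate apart, and both replicate 2 libraries left out. The cause of a change was not tested unless stated.

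The number of called genes was 2798. It stayed within 1.5 times of this except under the test against a 1.5-fold change (1125) and with both replicate 2 libraries left out (1780, of which 1651 were among the 2798), where fewer libraries entered the fit. It ranged from 1892 to 2596 across the 6 fits that each left out one library. DESeq2 called 3321. The replicate block called 3568 genes, all 2798 among them, so that further list members were called, such as 18 collagen genes against 12. It changed no other call, neither of a list as a whole nor of a named gene. For the random draws a block moves nothing by construction, since the design is balanced.

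The share of called genes that were higher in 7dCI was 56.3%. It was 65.5% with upper-quartile normalisation, 53.5% with at least 10 in every library, 58.5% with the replicate block, 51.7% with strain B replicates summed, 54% in the test against a 1.5-fold change, 49.2% with no fold limit, 49.1% with both replicate 2 libraries left out, 58.8% with edgeR TMM and the replicate block and 49.3% with GC and length correction. It ranged from 52.1% to 55.8% across the 6 fits that each left out one library. Upper-quartile normalisation moved the median log2 fold change of tested genes to 0.134. The excess of higher genes therefore depends on the fold limit and on the processing.

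With camera and an estimated correlation, no list passed: core spliceosome (-0.69), core cleavage and polyadenylation (-0.52), other polyadenylation-associated (-0.25), motility (-1.12), DNA replication (-2.12), mitotic (-2.27), collagen (1.07), matrix remodelling (0.53), actomyosin (-0.38) and retained intron genes (-0.21) had the same medians with adjusted p from 0.145 to 0.681. The actomyosin list (-0.38) also lost its call under fry, camera with a preset correlation and both with a replicate block, and under DESeq2 (-0.19). Its median ranged from -0.59 to -0.16 across the 6 fits that each left out one library. The retained intron list (-0.21) lost its call against lists matched on expression. Upper-quartile normalisation moved the median of this list to -0.12, that of other polyadenylation-associated genes to -0.14 and that of actomyosin genes to -0.16. Their calls by random draws were kept. The upper-quartile fit used edgeR, so it changed the model as well as the scaling. With edgeR and RLE size factors the medians were -0.228 for retained intron, -0.259 for other polyadenylation-associated and -0.275 for actomyosin genes. With limma and TMM scaling the actomyosin median was -0.371. The size of these changes therefore depends on the scaling, and that of the actomyosin list also on the model.

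The ribosomal list moved in both directions. Its median passed the threshold by random draws in edgeR fits with RLE size factors (0.20), upper-quartile normalisation (0.32) and TMM (0.195). In limma it passed with at least 10 in every library (0.136), expression-matched lists (0.134) and GC and length correction (0.24). It also passed with both replicate 2 libraries left out (0.285). With TMM scaling in limma the median (0.144) did not pass. It ranged from -0.254 to 0.615 across the 6 fits that each left out one library. It was reversed without proliferating replicate 2 (-0.159) and without 7dCI replicate 3 (-0.254). No direction is claimed for it.

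The lowest squared correlation was 0.895 over genes with at least 10 reads in every library and 0.952 on log2 CPM. The strain interaction gave 0 calls in each alternative, with 181 genes at an unadjusted p under 0.05 as reported and 134 to 1017 in the alternatives, the highest with the replicate block. Among the 24 named genes that were called, 22 calls over 6 genes were lost across the alternatives, 11 of them in fits that left out one library and 8 by the 2-fold limit alone. None of the 26 named genes gained a call (0) or changed direction. CPSF3, which was not called, had an adjusted p-value above 0.05 in 4 alternatives.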

Other observations

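The tests of splits by called genes, of pseudogene reads, of strain and depth, and of histone genes were chosen after the result, or part of it, had been seen. The tests of splits by gene lists and of GC content were set before their own results were seen, although the GC and length correction itself was added after the data had been seen.

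Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real one, namely the real split itself. The other 9 gave 0 called genes. Among the 4 splits that part all 3 pairs, the real one included, the other 3 gave 0. With 10 splits no share under 0.1 can be reached. By random draws of genes, 4 of the 10 splits passed at least as many lists as the real split, including 2 of the other 3 splits that part all pairs. By fry, 1 of the 10 splits did, the real one. Each of the other 9 splits sets 2 libraries of one state and 1 of the other against the reverse, so part of the difference between states stays in its fold changes and the rest enters its error. Lists passing there by random draws, and few calls there by limma or fry, would follow from that alone, so these counts do not show how specific any of the tests is.

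The trend with GC content and transcript length was removed over the 12143 tested genes matched to the annotation. Of 2464 genes called among them, 2196 (89.1%) were still called, and with the replicate block 2750 of 3093 (88.9%). The median of the core spliceosome list was -0.77 after the correction and that of the core cleavage and polyadenylation list was -0.55, both further from 0 than their spread over pairs. This argues against that trend as the whole cause of these changes. The medians of 4 lists moved by over 1.5 times. These were matrix remodelling genes (0.53 to 0.32), other polyadenylation-associated genes (-0.25 to -0.46), retained intron genes (-0.21 to -0.36) and ribosomal genes (0.13 to 0.24). The collagen median moved from 1.07 to 0.76 and the motility median from -1.12 to -1.28. The size of the change of these 6 lists therefore depends on the correction.

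The replicate 2 libraries held reads in genes that the other replicates lacked. Processed pseudogenes, which are intron-less copies of genes, took 3262 and 2536 RPM (reads scaled to the library total) in proliferating and 7dCI replicate 2, against 138 to 171 in the other 4 libraries. A single gene, ANXA2P2, named here after its values were seen, held 77.6% and 76.8% of these reads in replicate 2. Without it the values were 732 and 589 RPM, against 124 to 164 in the other 4 libraries. Of 62 processed pseudogenes with at least 60 reads in all, 34 were highest in replicate 2 in both states, against 7 for replicate 1 and 7 for replicate 3. Counting genes with at least 100 reads on one side and at most 3 on the other, in both states, 10 set replicate 2 apart, while 1 set replicate 1 apart and 1 set replicate 3 apart. Of the 10, 7 were on and 3 were off in replicate 2 alone. Among the 7, 2 were processed pseudogenes, 2 were protein coding and 3 were not matched to the annotation. Placement on processed pseudogenes leaves the 2 protein-coding genes unexplained. For the 3 unmatched genes it cannot be judged, because their type is not known. Of the 3 that were off, 1 was a processed pseudogene, which goes against more reads being placed on every such gene in replicate 2. The strain labels put replicates 2 and 3 together, so a strain difference as labelled does not account for this. The library with the highest total in the table had 168 RPM in processed pseudogenes, but depth stays open, because the totals rank the replicates differently from the read numbers listed by the study. For the pseudogene reads, a candidate explanation is that reads of replicate 2 were placed on processed pseudogenes more often, for example through a different read length or alignment setting. The step at which this arose was not tested, and a difference of origin of the cells that the labels leave out, or replicates numbered differently in the table, stays open. Both states of replicate 2 share the pattern, so it bears more on the spread between replicates than on the change between states. Genes with close pseudogene copies, SNRPC and SF3B4 among the named genes, may carry it in their values.

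Replication-dependent histone genes were examined because most of their transcripts lack a poly(A) tail. Of 26 tested, 20 fell and 6 rose in 7dCI, with a median log2 fold change of -0.981 and 3 called lower. None was called higher (0 of 26), except that 1 was called higher with upper-quartile normalisation and 1 rose past the adjusted threshold with the replicate block, when 9 fell past it. The fall is in line with fewer cells in S phase, as a hypothesis, since cell cycle state and group cannot be separated in this design. The gene in both exceptions was HIST2H2BE (log2 fold change 1.18, limma adjusted p = 0.0581 without and 0.00276 with the block), named after its values were seen. The 6 that rose belonged to 4 histone families. The other 5 were not past the adjusted threshold with or without the block, so whether reads shared between near-identical copies contributed was not decided.

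The called share of the genes tested here was 19.8%. That is higher than the value quoted from the study above. The quoted share is over all monitored genes, and over the genes with a read the share here was 14.2%. The comparison over genes with a read was added after both values had been seen, and which part of the difference comes from the test was not examined.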
